A study of Mus musculus with 6 samples.

How the data were processed

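Poly(A) RNA was sequenced from vomeronasal organs of 6 littermate mice at postnatal day 60, 3 wild type and 3 homozygous for a Cnpy1 knockout allele. Each genotype had 2 males and 1 female, per the labels. Both organs of a mouse went into 1 directional library after poly(A) selection, per the labels' protocols. Groups, replicate numbers and sexes were taken from the labels. The reads of 4 genes of the Y chromosome (Ddx3y, Eif2s3y, Kdm5d and Uty) lay between 13.1 and 42.9 CPM in the libraries labelled male. In those labelled female, these genes had 0 reads. CPM are reads per gene relative to the library's reads in genes, and these values are TMM-scaled.

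The authors deposited 1 table per library with an estimated count (expected reads) and a TPM value (abundance relative to all transcripts) for 117081 Ensembl transcripts, per the file headers. The column names are those that the program salmon writes. No header or label names the program, its version, its index or the genome build, so these are not stated here. The estimated counts need not be whole numbers, because a quantifier of this kind divides a read that fits several transcripts among them. The deposited TPM values are scaled by effective transcript length to the same total in each library, and were not used in any test. Dividing reads by estimation matters for near-identical genes, such as many vomeronasal receptors and processed pseudogenes, whose estimates can trade reads with each other.

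Transcripts were joined to genes by identifier, without the version number, in GENCODE M21 (GRCm38). Of the 117081 transcripts, 115942 matched, 115501 of them with the same version. The 1139 without a match held 0.304% of the reads over all libraries, stayed out of library sizes and gene tests, and were tested apart as transcripts. Estimated counts were summed to 35450 genes and rounded to whole numbers. The design had been fixed for whole counts, and edgeR was run on the rounded sums. Coordinates are those of GRCm38 in GENCODE M21, not of the authors' own reference, which is not stated.

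Library totals ranged from 60969508 to 71670766 estimated reads. The common biological coefficient of variation was 12.8%. Each library came from 1 mouse and counted as 1 replicate.

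The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3) with TMM scaling, genes kept by filterByExpr, genotype as the only term, and Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 are described as called. Values per gene are TMM-scaled CPM, given as mean ± SD over 3 mice, and the standard error (SE) of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene lists were tested with fry (limma 3.58.1), with adjustment over the 10 lists that address the comparison and, separately, over 12 lists that describe tissue composition. The 10 were V1R receptors, V2R receptors, family C V2R receptors, H2-Mv genes, formyl peptide receptors, apical neuron markers, basal neuron markers, shared mature neuron genes, progenitor and immature neuron genes, and ER chaperone and unfolded protein response genes. The 12 were olfactory receptors, the Canopy family, supporting cell genes, gland and lipocalin genes, main olfactory neuron genes, immune cell genes, vascular genes, erythroid genes, cartilage and bone genes, glial genes, ciliated and respiratory epithelium genes, and neighbours of Cnpy1. Family C is a subset of the V2R list, and Cnpy1 belongs to the Canopy list. The listed names Lcn13 and Lcn14 are synonyms of Obp2a and Obp2b and were counted once, and Ddit3 has 2 gene identifiers. Summed CPM of 3 families, relative to all reads in genes, were compared by a two-sided exact permutation test of the means, whose smallest p-value with 3 against 3 mice is 0.1. Sums of genes with their relatives or copies, and the level of the transcript with no gene, are likewise CPM relative to all reads in genes, without TMM factors. Whether the genotype effect differed between sexes was tested with an interaction term. The lists, the tests and the listed alternatives were chosen before the data were examined.

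Genes were named by a rule fixed at the same time. It covered Cnpy1, members of the lists, and the 5 genes with the largest log2 fold change in each direction among called genes with a mean of at least 1 CPM over the 6 libraries and every knockout library beyond every wild-type library. Genes named outside this rule are said to be so.

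The uniqueness of a receptor was measured as the percent of the 31-mers of its transcripts, on either strand, that occur in no other gene quantified. For called genes without a V2R name, the percent of 31-mers found in V2R genes and the adjacent genes quantified were examined after the data were seen, and genes with at least 5% or with V2R genes on both sides were set apart. V2R proteins, taken as the longest open reading frame, were aligned with MAFFT 7.526. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9.

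The fits were tested on simulated counts drawn from the mean expression, dispersions and sizes of these libraries. In the first, 200 genes among 16561 were changed, and each V2R was shifted by -0.50 on the log2 scale as well. The main test recovered 96.5% of the genes changed 2-fold and 64.0% of those changed 1.5-fold. Of its calls, 4.46% were false, where called V2Rs counted as true. The V2R shift was recovered as -0.50, and 1 of the lists with no simulated shift was called as well. Wherever 200 genes or transcripts were changed, they were drawn from those with a mean of at least 1 CPM. For the interaction term, 90.5% of 200 genes with a 4-fold difference among 16545 were recovered, with 14.2% false calls. With each of 119 V2Rs shifted alike, scaling to the V2R total called 0 genes. For single transcripts, 25.1% of 200 changed 2-fold among 40775 were recovered, with 2.00% false calls.

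Alternatives were DESeq2 size factors, upper-quartile scaling or library size alone, other filters on low counts, sex or the replicate number as terms, males only, each library left out in turn, robust dispersion estimates, DESeq2 1.42.0, limma-voom, and camera for the lists. An offset from effective transcript lengths, the newer quasi-likelihood method of edgeR, and a V2R list restricted to genes with over 50% unique 31-mers were added after the data were seen.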

Results

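RNA sequencing data were analysed from the vomeronasal organ, the paired chemosensory organ at the base of the nasal septum that detects pheromones and related cues. Its sensory neurons fall into an apical class, which expresses the G protein subunit gene Gnai2 and V1R receptors, and a basal class, which expresses Gnao1 and V2R receptors. Cnpy1 encodes a member of the Canopy family of endoplasmic reticulum (ER) proteins. The comparison was between 3 wild-type mice and 3 Cnpy1 knockout littermates, all at postnatal day 60, and asked how loss of Cnpy1 changes gene expression in the organ. The wild-type libraries held 68650957, 60969508 and 71670766 estimated reads, and the knockout libraries 61666302, 61772613 and 64276891. The most abundant gene in each library was Obp2a, with 5.44% to 8.80% of reads, and the 10 most abundant genes together took 16.7% to 24.8%.

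Cnpy1 (ENSMUSG00000044681.19, chromosome 5, positions 28200819 to 28245806, minus strand, GRCm38) was examined first, since it checks the genotype labels. The wild-type libraries held 18542, 18885 and 24203 estimated reads of Cnpy1, and the knockout libraries 4021, 4528 and 5129. Expression was 303 ± 22.5 CPM (SD, n = 3) in wild type and 73.7 ± 5.67 CPM (SD, n = 3) in the knockout. The log2 fold change was -2.04 (SE 0.08, edgeR adjusted p = 1.75e-05), and all 3 knockouts lay below all wild types. With effective transcript lengths as an offset, the alternative that moved it most, the log2 fold change was -1.72. The remaining reads were distributed differently over the annotated transcripts. ENSMUST00000141601.8, whose 4 exons include a last exon at 28200819 to 28203436, held 96.0% ± 0.248 (SD, n = 3) of the Cnpy1 reads in wild type and 25.1% ± 1.36 (SD, n = 3) in the knockout. Its level fell from 291 ± 21.3 to 18.5 ± 0.512 CPM (SD, n = 3 each). ENSMUST00000120068.1 shares the exon at 28209124 to 28209327 and has another first exon at 28237718 to 28237873. Its last exon, at 28205460 to 28207383, contains exon 3 of ENSMUST00000141601.8, at 28207287 to 28207383. ENSMUST00000120068.1 held 3.70% ± 0.137 (SD, n = 3) of the reads in wild type and 73.4% ± 1.06 (SD, n = 3) in the knockout. Its level rose from 11.2 ± 0.791 to 54.1 ± 4.89 CPM (SD, n = 3 each). These shares rest on estimated reads, with no read positions.

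**Figure D1:**
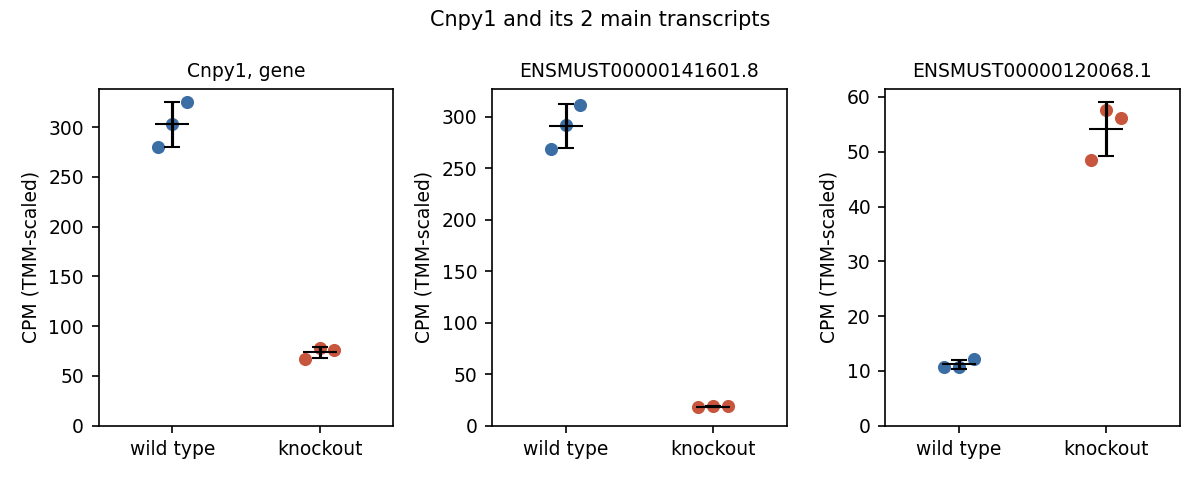
TMM-scaled CPM (vertical axes, starting at 0) of the gene Cnpy1 and of its transcripts ENSMUST00000141601.8 and ENSMUST00000120068.1 in each mouse, by genotype; dots are mice, and the lines and bars are the mean and SD of 3 mice. The gene and the first transcript were lower in all 3 knockouts (18.5 against 291 CPM for the transcript), and the other transcript was higher (54.1 against 11.2 CPM).

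Of 16679 genes tested, 127 were called between the genotypes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 114 lower and 13 higher in the knockout. For each of the 127, all 3 knockouts lay beyond all 3 wild types, and this held for 16.2% of all genes tested, where chance gives 10%. The alternative that moved the count most was the DESeq2 Wald test, with 411 genes, of which 318 were lower. Without wild-type replicate 1, 2 or 3, 78, 69 and 82 genes were called, and without knockout replicate 1, 2 or 3, 76, 96 and 91. Genes called higher numbered 5, 3 and 7 without wild-type replicate 1, 2 or 3 and 25 without knockout replicate 2. Genes called lower numbered 73, 66 and 75 without wild-type replicate 1, 2 or 3 and 66 and 71 without knockout replicate 1 or 2. At least 2-fold changes were called for 47 genes, 45 lower and 2 higher. The listed V2R receptors supplied 68 of the 127 genes, 61 lower and 7 higher, and Vmn2r-ps159, which was not listed, was lower. Of the 58 called genes without a V2R name, 52 were lower and 6 higher. Of these, Gm3956 and Gm14496 share 95.8% and 15.2% of their 31-mers with V2R genes, and Gm7171 lies between Vmn2r16 and Vmn2r17. All 3 were lower. The other 55, of which 49 were lower and 6 higher, share at most 0.572%. Vmn2r125, among the 61 lower receptors, is annotated as an unprocessed pseudogene. Vmn2r-ps159, Gm3956, Gm14496, Gm7171 and Vmn2r125 were singled out after their values were seen. The median log2 fold change over all genes tested was 0.01.

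The 5 genes with the largest decrease under the naming rule were V2R receptors. Vmn2r65 (chromosome 7, 84935565 to 84964115) fell from 31.5 ± 3.26 to 3.29 ± 0.996 CPM (SD, n = 3 each), a log2 fold change of -3.25 (SE 0.20, edgeR adjusted p = 0.000156). For Vmn2r62 (chromosome 7, 42764055 to 42793525) it was -2.99 (SE 0.14, edgeR adjusted p = 3.15e-05), and for Vmn2r54 (chromosome 7, 12613839 to 12640319) it was -2.98 (SE 0.10, edgeR adjusted p = 4.45e-06). Vmn2r11 (chromosome 5, 109043360 to 109059569) changed by -2.87 (SE 0.09) and Vmn2r25 (chromosome 6, 123821646 to 123853463) by -2.67 (SE 0.25). Vmn2r62 has 14.6% unique 31-mers, so its own value is less certain than that of Vmn2r65, with 98.8%.

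The largest increases were smaller. Vmn2r41 (chromosome 7, 8136950 to 8161654) rose from 10.7 ± 1.23 to 22.3 ± 1.21 CPM (SD, n = 3 each), a log2 fold change of 1.05 (SE 0.09, edgeR adjusted p = 0.00152). Krt15 (chromosome 11, 100131758 to 100135928) rose from 27.8 ± 1.85 to 55.8 ± 15.01 CPM (SD, n = 3 each), a log2 fold change of 1.01 (SE 0.17, edgeR adjusted p = 0.0406), and all 3 knockouts lay above all wild types. Krt15 was not called with sex as a term (edgeR adjusted p = 0.0717), with robust estimates (0.143), with limma-voom (0.0542), in males only (0.216), or without wild-type replicate 1, 2 or 3 (0.149, 0.214 and 0.162) or knockout replicate 3 (0.0728). Vmn2r72 changed by 0.90 (SE 0.08), Vmn2r33 by 0.89 (SE 0.12) and Vmn2r38 by 0.87 (SE 0.14). Vmn2r41, Vmn2r33 and Vmn2r38 have 5.33%, 4.85% and 17.2% unique 31-mers, and share the rest with other genes, so their values are uncertain. For Vmn2r72 the share is 74.0%. Vmn2r33 was not called without wild-type replicate 1 or 2 (edgeR adjusted p = 0.0785 and 0.0835), and Vmn2r38 was not called without wild-type replicate 1 or 2 or knockout replicate 2 or 3 (0.167, 0.161, 0.105 and 0.0911).

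V2R receptors are the class of basal neurons, and the comparison asked whether they change as a class. Of the 121 genes listed, 119 were tested, with a median log2 fold change of -0.72 (fry adjusted p = 0.00384 over the 10 lists), and the median of all 3 knockouts lay below all wild types. Besides the 61 lower and 7 higher genes, 51 were not called. Adjusted over the list alone, 78 were lower and 14 higher. The called decreases ranged from -0.43 to -3.25 with a median of -1.66, and 20 genes fell at least 4-fold. The called increases ranged from 0.56 to 1.05. The 61 lower genes lay on 8 chromosomes, 25 of them on chromosome 7 and 15 on chromosome 17, and 49 of them had over 50% unique 31-mers. Restricted to genes with over 50% unique 31-mers, an alternative added after the data were seen, the median was -0.78. The alternative that moved the median most was leaving out knockout replicate 1, which gave -0.64. The median stayed below 0 under each scaling tried, and in males only it was -0.73, where the list did not pass the threshold (fry adjusted p = 0.126). In the family C subset, whose members are co-expressed with other V2Rs, the median was -0.44 (fry adjusted p = 0.0108), all 7 members were below 0, and Vmn2r1 (-0.72), Vmn2r6 (-0.65) and Vmn2r7 (-0.61) were called. Of the 7 members, 6 were lower adjusted over the list alone. Vmn2r6 was not called without wild-type replicate 2 (edgeR adjusted p = 0.0553), nor Vmn2r7 without wild-type replicate 1 or 2 or knockout replicate 1 (0.0547, 0.0668 and 0.0581).

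**Figure D2:**
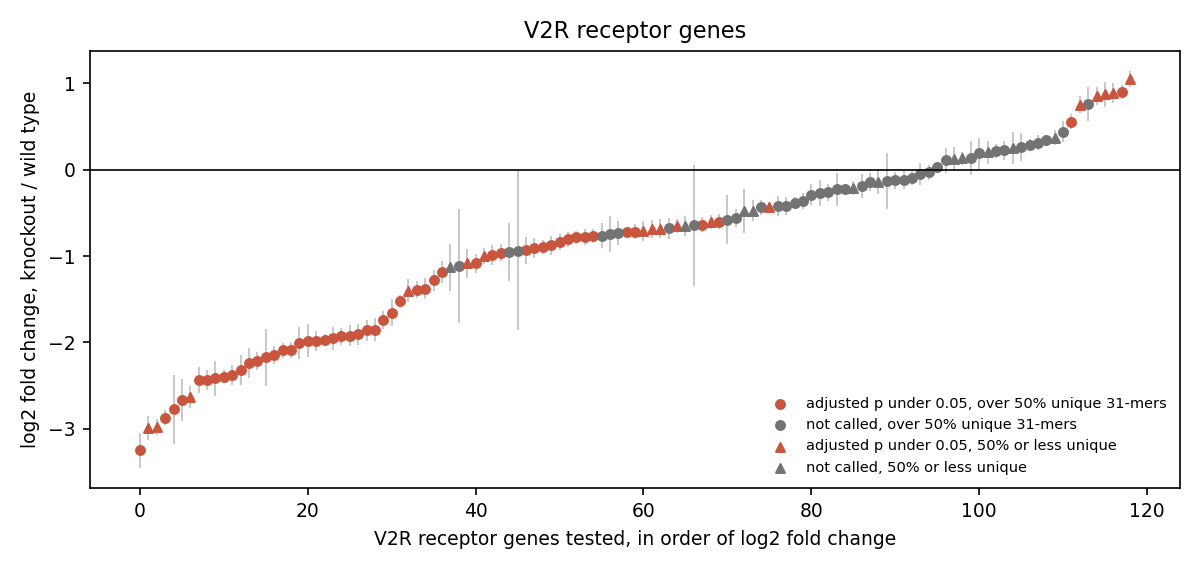
Log2 fold change between knockout and wild type (vertical axis) of the 119 V2R genes tested, in order of size (horizontal axis), with bars of 1 standard error; orange points have an adjusted p-value under 0.05, and triangles mark genes with 50% or fewer unique 31-mers. The 61 called decreases reach -3.25 and the 7 called increases reach 1.05.

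Summing the reads of a family leaves out how they were divided among its members. The V2R sum was 5685 ± 522 CPM (SD, n = 3) in wild type and 3693 ± 342 CPM (SD, n = 3) in the knockout, 65.0% of wild type, with all knockouts below all wild types (two-sided exact permutation p = 0.1, the smallest possible). The log2 ratio was -0.62, and the alternative that moved it furthest, leaving out knockout replicate 1, gave -0.55. The V1R sum was 2575 ± 288 CPM in wild type and 2704 ± 315 CPM in the knockout (SD, n = 3 each; two-sided exact permutation p = 0.5), a difference within the spread between mice. H2-Mv genes, nonclassical class I genes expressed in basal neurons, summed to 322 ± 15.3 CPM in wild type and 278 ± 19.2 CPM in the knockout (SD, n = 3 each; two-sided exact permutation p = 0.1).

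**Figure D3:**
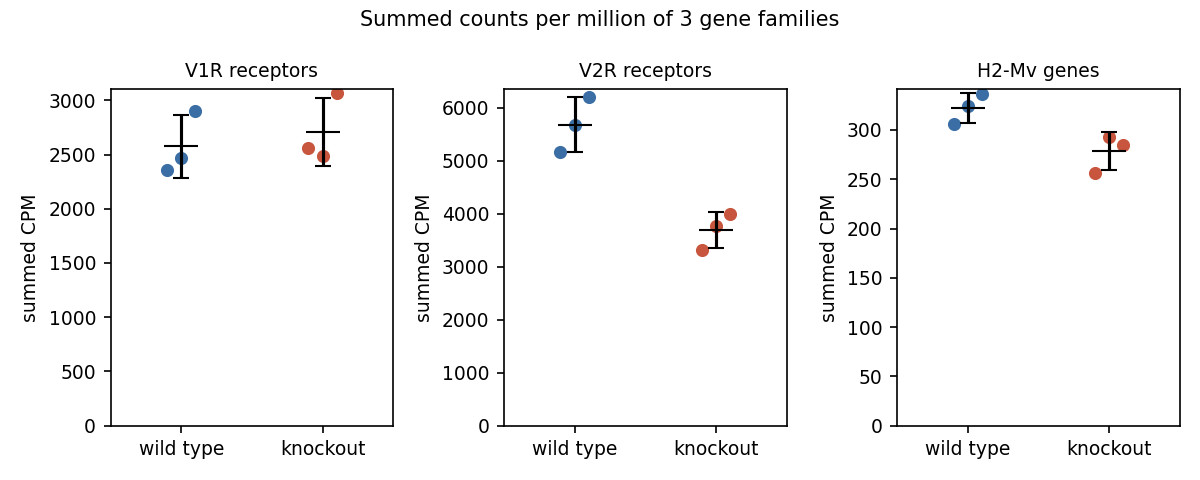
Summed CPM (vertical axes, starting at 0) of V1R receptors, V2R receptors and H2-Mv genes in each mouse, by genotype; dots are mice, and the lines and bars are the mean and SD of 3 mice. The V2R sum was 5685 CPM in wild type and 3693 CPM in the knockout, with no overlap, while the V1R sums of the genotypes overlapped.

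Of the 199 V1R receptors listed, 169 were tested and 0 were called, with 20 at an unadjusted p under 0.05, and 0 adjusted over the list alone. Their median log2 fold change was 0.11 (fry adjusted p = 0.216), positive under each scaling tried, and 1 of 3 knockouts lay above all wild types. For H2-Mv genes the median was -0.25 (fry adjusted p = 0.0611), with 2 of 9 called, H2-M10.3 (-0.59, edgeR adjusted p = 0.0105) and H2-M10.1 (-0.42, edgeR adjusted p = 0.0351). Adjusted over the list alone, 5 were lower and 1 higher. The list passed the threshold without knockout replicate 1 or 2, with medians of -0.15 and -0.45 (fry adjusted p = 0.0459 and 0.0267). H2-M10.1 was called in none of the 6 fits that each left out 1 library, with edgeR adjusted p from 0.0578 to 0.186, and H2-M10.3 in all but that without knockout replicate 1 (0.0540). The 7 formyl peptide receptors had a median of 0.11 (fry adjusted p = 0.0852) with 0 called, of which 0 were called adjusted over the list alone.

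Basal neuron markers had a median log2 fold change of -0.18 (fry adjusted p = 0.00765), with all 3 knockouts below all wild types. Gnao1 was called and went from 310 ± 8.48 to 234 ± 8.09 CPM (SD, n = 3 each), a log2 fold change of -0.41 (SE 0.05, edgeR adjusted p = 0.0143). Of the 6 fits that each left out 1 library, Gnao1 was called only in that without knockout replicate 3 (edgeR adjusted p = 0.0394), and the others gave 0.0575 to 0.0854. Adjusted over the list alone, 4 of the 8 markers were lower. Apical neuron markers had a median of 0.07 (fry adjusted p = 0.360), with 0 of 7 called, and Gnai2 changed by 0.17 (edgeR adjusted p = 0.377). Genes shared by mature neurons of both classes had a median of -0.11 (fry adjusted p = 0.00891), all 3 knockouts being below all wild types, with Stom called (-0.36, edgeR adjusted p = 0.0356) and Omp (-0.31, edgeR adjusted p = 0.203) and Trpc2 (-0.32, edgeR adjusted p = 0.197) not called. Of the 10 genes, 5 were lower adjusted over the list alone. Stom was called in none of the 6 fits that each left out 1 library, with edgeR adjusted p from 0.0698 to 0.202. The medians of the basal and shared lists were -0.21 and -0.14 without scaling factors, where neither list passed the threshold. In males only, the family C, basal and shared lists did not pass either (fry adjusted p = 0.126 each), with medians of -0.32, -0.17 and -0.12. Progenitor and immature neuron genes had a median of 0.23 (fry adjusted p = 0.216), with Top2a called (0.40, edgeR adjusted p = 0.0421) and Mki67 not called (0.51, edgeR adjusted p = 0.0646). There were 3 higher genes adjusted over the list alone. Top2a was called in none of the 6 fits that each left out 1 library, with edgeR adjusted p from 0.0877 to 0.195.

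ER chaperone and unfolded protein response genes were compared because Cnpy1 encodes an ER protein. Their median log2 fold change was 0.05 (fry adjusted p = 0.324), and 0 of 26 tested were called, both over all genes and adjusted over the list alone. Hspa5 changed by 0.01 (SE 0.07, edgeR adjusted p = 0.991). Of the 10 lists, V2R receptors passed the threshold also under camera with an estimated correlation, which put family C, the basal markers and the shared mature genes just above it, at an adjusted p of 0.0532 each. The median of the list lay beyond all wild types in 3 of 3 knockouts for H2-Mv genes, in 2 for formyl peptide receptors, apical markers and progenitor genes, and in 0 for ER genes. V1R receptors, H2-Mv genes and progenitor genes passed under camera with a preset correlation and did not under fry or the estimated correlation.

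Among the lists that describe tissue composition, the Canopy family passed fry's test (adjusted p = 0.00234), with Cnpy1 as its 1 called member and a median of 0.04. The other lists did not pass. Median log2 fold changes were 0.11 for olfactory receptors, 0.00 for supporting cell genes, 0.17 for gland and lipocalin genes, -0.07 for main olfactory neuron genes and 0.14 for immune cell genes. They were 0.02 for vascular genes, 0.13 for erythroid genes, -0.08 for cartilage and bone genes, -0.06 for glial genes, 0.22 for ciliated and respiratory epithelium genes and -0.01 for neighbours of Cnpy1. Adjusted over the list alone, Cnpy1, 1 main olfactory neuron gene, 1 immune cell gene and 1 ciliated and respiratory epithelium gene were called, and 0 genes of the other 8 lists.

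Whether the genotype effect differed between males and females was tested with 1 female per genotype. Of 16679 genes, 4 were called for the interaction (Gm10359, Gm7887, Gm2436 and Gm15429), and 750 had an unadjusted p under 0.05. These 4 genes have from 0% to 8.88% unique 31-mers, so their reads are shared with near-identical genes, and their values are uncertain. They were chosen for naming after their values were seen. With low counts kept, the alternative that moved it most, 22 genes were called.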

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

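The test on single animals was chosen after the result was seen. The genotype effect differed between males and females, by a test of the interaction term, for 4 genes, which were named after their values were seen. The edgeR adjusted p was 0.00101 for Gm10359, 0.0138 for Gm7887, 0.0211 for Gm2436 and 0.0218 for Gm15429. Gm10359 had 0 reads in both wild-type males, 4959 in the wild-type female, 1086 and 1342 in the knockout males and 1867 in the knockout female. Gm2436 had 0 reads in the knockout female and between 164 and 262 in the other 5 libraries. Of 16679 genes, 750 had an unadjusted p under 0.05, fewer than chance alone would give at that threshold. In simulated data with 200 genes changed 4-fold, 14.2% of the genes called for this term were false. With only 4 calls the false share can be higher, so 14.2% does not carry over to them.

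Reads shared with near-identical copies are a candidate explanation. At most 8.88% of the 31-mers of any of the 4 genes occur in no other gene. Gapdh holds all 31-mers of Gm10359, Pcnp 91.1% of those of Gm7887, Gm2446 99.6% of those of Gm2436 and Aph1a all those of Gm15429. The design has 1 female per genotype, so a difference between single animals and a difference between sexes cannot be told apart. A difference between the sexes stays open and was not tested further.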

How the results depend on the processing

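The offset from effective lengths, the newer quasi-likelihood method and the V2R list restricted by unique 31-mers are tests chosen after the results were seen. Cnpy1 kept its direction and its call under the 20 alternatives, from -1.72 to -2.09. The 3 family sums moved by less than the spread between mice, and the V1R sum, which was not called, changed sign in males only (-0.06) and without knockout replicate 3 (-0.03). The V2R list kept its direction throughout, and its call except as given below. The cause of the changes below was not tested, except that males only and leaving out 1 library use fewer samples.

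Without scaling factors, 8 genes were higher, the basal and shared mature lists had medians of -0.21 and -0.14 and lost their calls, and 7 genes were called for the interaction. With every gene that had a count, 23 were higher and 22 were called for the interaction. With sex as a term 8 were higher. The DESeq2 Wald test called 411 genes, 318 lower and 93 higher, 126 of them shared with the 127. In males only 76 were called, 67 of them lower, and V2R (-0.73), family C (-0.32), basal (-0.17) and shared mature (-0.12) lists were not called. Camera with a preset correlation also called V1R (0.11), H2-Mv (-0.25) and progenitor (0.23) lists, and with an estimated correlation did not call family C (-0.44), basal (-0.18) or shared mature (-0.11) lists.

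Over the 6 fits that each left out 1 library, 69 to 96 genes were called, 66 to 79 lower and 3 to 25 higher, and the H2-Mv median ranged from -0.45 to -0.15. Of 500 values of 25 named genes, 427 kept their side of the threshold, 62 were weaker, 11 stronger and 0 reversed.

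Whether the replicate numbers pair the mice was not settled. Deviations from the group means of mice with the same number correlated at 0.155, -0.0942 and 0.230. No comparison was made with mice of different numbers. With the number as a replicate block, 154 genes were called, 33 of them higher, and the V1R list (0.10) was called. With the block and sex, 327 were called, 234 lower, 93 higher and 83 at least 2-fold. In that fit the V1R list (0.10) was called, and V2R (-0.70), family C (-0.44), basal (-0.18) and shared mature (-0.11) lists were not. Of the alternatives, the fit with block and sex left the fewest residual degrees of freedom, so its calls rest on little replication.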

Other observations

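Tests chosen after the result was seen were the use of the V2R and V1R sums, themselves planned comparisons, to examine moved reads and less epithelium, the scaling to the V2R total, the chromosomes of the lower V2Rs, the called V1Rs, the tests on Cnpy1 transcripts, the neighbouring V2Rs, the called genes near Cnpy1 with their splits, the transcripts present in 1 genotype, and both tests on the transcript with no gene. Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many called genes, as many lower, as many higher and as many changed at least 2-fold, namely the real one, and the other 9 called 0 to 1 genes. A median as large was given by 1 of the 10 splits for V2R, family C, H2-Mv, basal and shared mature lists, by 2 for apical and progenitor lists, and by 3 for V1R, formyl peptide receptor and ER lists. With 10 splits the share is never under 0.1.

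V2R receptors were lower as a family, with a median log2 fold change of -0.72. Several technical explanations were contradicted. In 1000 sets of other genes matched on GC content, length and expression, the median of set medians was -0.00814, and the sets ranged from -0.0389 to 0.0277. With every library thinned to the smallest, the V2R median was -0.71, and without the 10 most abundant genes it was -0.72. Reads moved between V2R paralogs leave their sum in place, and the sum fell by 0.62 on the log2 scale. Less sensory epithelium would lower V1Rs too, and the log2 ratio of the V1R sum was 0.0705. Of the 61 lower V2Rs, 53 lie on chromosomes other than that of Cnpy1, among 108 tested there. On chromosome 5, 8 of 11 tested were lower. Variants linked to the allele that act only on genes nearby are thus contradicted for the 53. The 8 on chromosome 5 start at position 108835273 or beyond, and Cnpy1 ends at 28245806. These 8 lie outside the window around Cnpy1 used below for Rbpj, which argues against variants within it that act only nearby. How far a linked segment reaches was not tested, so linked variants outside that window stay open for the 8. A linked variant that acts on genes of other chromosomes stays open. The strain is not given in the labels, so background variants not linked to Cnpy1 stay open, although 0 V1Rs were called and 20 of 169 had an unadjusted p under 0.05. A loss of V2R transcripts, or of the neurons that make them, after loss of Cnpy1 may account for the pattern and was not tested.

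The V2Rs did not fall alike. Scaled to the V2R total of each library, 81 of 119 differed between genotypes, 46 lower and 35 higher, and 1 of the 10 splits gave as many. Whether kinship or position goes with the size of the change was examined across genes, which are not independent replicates. Over 111 pairs of closest relatives by protein sequence that share under 1% of 31-mers, r was -0.166 (one-sided permutation p = 0.908). Vmn2r113 is the relative in 31 of these pairs and 4 V2Rs are in 63, so the pairs are not separate comparisons, and this value decides nothing about kinship. Over 33 pairs of neighbours within 1 Mb that share under 5% of 31-mers, r was 0.313 (one-sided permutation p = 0.0256, adjusted over the 2 tests 0.0512), and the rank correlation was 0.275 (permutation p = 0.0425, adjusted 0.0849). The neighbours did not pass after adjustment, so both kinship and position stay open.

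Of the 7 higher V2Rs, 5 have few unique 31-mers. Summed with the V2Rs that share at least 25% of 31-mers with them, they gave log2 ratios of at most 0.19, and no sum was higher in all knockouts. The other 2, Vmn2r72 and Vmn2r117, are 74.0% and 69.9% unique. Summed with those sharing at least 5%, the lowest ratio was -0.54, as the relatives of Vmn2r117 lost 63.4 CPM while it gained 12.04 CPM. The relatives of the others lost reads as well, as the family did, except those of Vmn2r50, which changed by 2.07 CPM (SD 17.3 in wild type and 21.2 in the knockout, n = 3 each) while it gained 27.0 CPM. Where the relatives fell with the family, a sum that is not higher does not count against a gain. For Vmn2r50, whose relatives did not fall, the sum did not separate the genotypes either. A gain in these genes and reads shared with paralogs thus cannot be told apart.

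Most Cnpy1 reads in the knockout were not those of wild type, since 73.4% lay in ENSMUST00000120068.1, against 3.70% in wild type. Wild-type RNA or wild-type animals would have kept the wild-type shares. For ENSMUST00000141601.8, which kept 6.35% of its level, a small amount of wild-type RNA was weighed. Of 12461 other genes with at least 5 CPM in wild type, the lowest, Vmn2r65, kept 10.46%, so no whole gene lies below what such RNA would leave. Against it, ENSMUST00000087360.8 of Rbpj and ENSMUST00000238984.1 had 0 reads in each knockout, where that share of the lowest wild-type library would leave at least 30. Of the 9 other splits, 1 also gave 2 such transcripts, so zeros of this size can arise from isoform assignment, and a small amount of wild-type RNA stays open. The log2 ratio of ENSMUST00000120068.1 was 2.27. Reads of a changed transcript assigned to this isoform and the isoform itself cannot be told apart without read positions.

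Rbpj, named after its values were seen, was called lower (log2 fold change -0.89) and lies 25.3 Mb from Cnpy1. Its transcript ENSMUST00000087360.8 had 1597, 1479 and 1519 reads in wild type and 0 in each knockout. Reads moved to the pseudogene Rbpj-ps3, which had reads in wild-type replicate 3 and all knockouts, were not the whole cause, because the sum of both still had a log2 ratio of -0.46 and was lower in every knockout. Of 270 other genes within 30 Mb of Cnpy1, 0% had a called transcript, against 0.0634% of 15780 elsewhere (one-sided Fisher's exact test p = 1), and 10 of the 10 splits gave as many. In simulated data this test of single transcripts recovered 25.1% of 2-fold changes. By whole genes, 2 of 270 within 30 Mb were called, 0.741% against 0.340% of 15895 elsewhere (one-sided Fisher's exact test p = 0.240, and 0.222 without the 3 genes that resemble or lie between V2R genes), and 1 of the 10 splits gave as many. Those 2, named after their values were seen, were Ppp2r2c (log2 fold change -0.32, edgeR adjusted p = 0.0449) and Lgi2 (-0.46, edgeR adjusted p = 0.0463), each lower in all 3 knockouts. In both tests, the genes counted as called elsewhere leave out those with a V2R name. Neither test decides, and a variant linked to the knockout allele stays open. Over all genes, 14 transcripts had at least 100 reads in every library of 1 genotype and 0 in the other. Other splits gave 4 to 23 such transcripts, with a median of 11, so isoform assignment that switches by chance could account for that number.

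Of 336 tested transcripts with no gene in the annotation used, 2 were called, both lower, with 18 at an unadjusted p under 0.05, and 2 of the 10 splits gave as many. ENSMUST00000238984.1 had 15.5 ± 4.60 CPM in wild type (SD, n = 3) and 0 reads in each knockout, at least 321-fold lower against a floor of 3 counts. At least 100 reads in each library of 1 side and 0 on the other were found for this transcript alone in the real split and for up to 2 transcripts without a gene in other splits, but at 734 reads or more, its lowest wild-type count, for 0 in other splits. Its gene was not looked at, so an assignment that switches by chance, a variant and a transcript choice linked to the allele cannot be told apart.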
